A study of Homo sapiens with 6 samples. Its data were reported in "A functional genetic screen defines the AKT-induced senescence signaling network" (2019).

How the data were processed

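RNA from BJ-TERT cells was measured in 6 libraries. BJ-TERT cells are human foreskin fibroblasts immortalised with telomerase reverse transcriptase. Per the labels, 3 libraries came from cells carrying the empty retroviral vector pBabe and 3 from cells carrying pBabe with HRASV12, a constitutively active form of the HRAS oncogene, all at 14 days after transduction. The labels name a 3′ mRNA library chemistry (QuantSeq FWD), which reads the end of each polyadenylated transcript, while the study's methods describe a whole-transcript kit. Which was used changes what a count means, since 3′ reads do not scale with transcript length and cannot separate isoforms that share an end.

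The authors trimmed the reads with Cutadapt, aligned them to GRCh37 with HISAT2 and counted them per gene with featureCounts. The deposited count values were whole reads per gene, with 1 column per library and 19265 genes, and were not normalized. The strand setting, the handling of reads that map to several places and the annotation release were not stated. Of 19215 genes found by gene ID in GENCODE on GRCh37, 19117 were protein-coding, so library totals cover the genes of the table and not every sequenced read. The deposited table also held RPKM values from the authors, which equalled the count scaled by transcript length and by the total count of the table; these were not tested, because the count test used the raw counts. The remaining measurement columns in the deposited table were the authors' own DESeq2 fold changes, standard errors and p-values, treated as a score per gene and used only for comparison. They were given for 9514 genes, each with a mean count of at least 20 in at least 1 group. Gene descriptions held commas on 1451 lines, so the columns to their right were read from the end of the line. Gene starts in the table lay within 10000 bases of the GRCh38 start for 17147 of 18261 genes and of the GRCh37 start for 1071 of 19215. Coordinates are therefore given from the GENCODE annotation on GRCh37, the build of the alignment, by gene ID.

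Library totals ran from 2847759 to 3599525 counts. A gene with 0 counts can lie at up to 3 counts at this depth. Reads without molecular identifiers are not independent molecules, so this floor covers counting error alone. Where every library of a group had 3 counts or fewer, the fold is given against that floor. It is not a confidence limit. A group with counts above 0 can lie above the floor, and the mean of the other group was taken as exact.

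Genes were compared with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test on raw counts, with TMM scaling, the default expression filter (a minimum count of 10 and a minimum total of 15) and Benjamini-Hochberg adjustment. A call needed an adjusted p of 0.01 or less and a fold change of at least 1.5 either way, the thresholds the study used. Standard errors were taken as the log2 fold change divided by the root of the F statistic. Values are given as CPM, counts scaled to library size with TMM factors, as mean ± SD. An exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1, so evidence per gene rests on the model, which shares its estimate of spread across genes.

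Gene panels were written from general knowledge for the themes of the study. They were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, two-sided, with Benjamini-Hochberg adjustment over 15 panels and a threshold of 0.05. A panel needed at least 5 tested genes. Matching by symbol and older symbols placed 31 of 32 genes of the senescence-associated secretory phenotype (SASP) panel, and 17 of 26 replication-dependent histone genes. The results of 1 gene and 1 panel are not reported here; that panel stayed in the adjustment. The other panels shared no gene with each other.

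The genes named are those the study's text discusses, 9 inhibitors of RAS/ERK signalling, and the 8 calls with the largest fold change in each direction among genes with a mean of at least 10 CPM and no overlap between groups. At most 3 calls with the largest change are named within a panel. The test, the thresholds, the panels, this rule and most of the other settings tried were fixed before the data were examined. Those settings were DESeq2 size factors or library totals in place of TMM, the DESeq2 1.42.0 Wald test, limma-voom, other filters and thresholds, a replicate block, leaving out each library in turn, and for panels an estimated correlation, the rotation test fry and a prior count of 0.5. Removal of a trend on GC content and thinning of counts to the smallest library were chosen after seeing the data.

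The procedure was tested on simulated counts drawn from the means, totals and dispersions of the real libraries. With 200 of 10306 tested genes changed, 95.3% of the 150 genes changed 2-fold or more were called, 40% of those changed 1.5-fold were called, and 1 unchanged gene was called. With no gene changed, 0 of 10302 genes were called. A shift of 0.5 on the log2 scale was found in both of 2 shifted panels and in 0 of the others. Simulated genes were independent of each other, so this says nothing about panels whose members vary together. Similarity of named genes to others was checked as the share of 50-base words in the last 500 bases of the transcript that occur in transcripts of another gene, or over the whole transcript for mitochondrially encoded genes.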

Results

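Polyadenylated RNA was profiled in BJ-TERT fibroblasts 14 days after transduction with pBabe (n = 3) or HRASV12 (n = 3). The comparison addressed how gene expression changes during oncogene-induced senescence (OIS), a lasting arrest driven by RAS/ERK signalling. Totals in pBabe replicates 1 to 3 were 3065091, 2847759 and 3288284 counts, and those in HRASV12 replicates 1 to 3 were 3305613, 3353428 and 3599525 counts. Between 12401 and 12712 genes had at least 1 count per library, and the 10 most abundant genes took 5.29% to 5.69% of counts. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.981 to 0.987 within groups and 0.910 to 0.931 between groups. The first principal component held 76.8% of the variance. The mean chi-square per gene against counting noise was 2.47 to 5.45 for pairs of libraries within groups and 26.2 to 34.3 between groups. No pair agreed within counting noise, so no library was treated as a copy of another. The biological coefficient of variation was 0.110 in pBabe and 0.0742 in HRASV12.

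HRAS (ENSG00000174775; GRCh37 chromosome 11, 532242 to 537321, minus strand) was examined first, as the transduced gene. Its level was 35.1 ± 5.78 CPM in pBabe and 115 ± 9.98 CPM in HRASV12 (SD, n = 3), from 96, 94 and 138 counts against 410, 386 and 372 counts. The log2 fold change was 1.71 (SE 0.13) with an edgeR adjusted p of 1.67e-09, in the direction of the labels. Counts per gene do not separate endogenous from transduced HRAS. Across alternatives the log2 fold change ranged from 1.62 to 1.85.

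Of 10312 genes tested, 780 were higher and 1134 lower in HRASV12. The calls made up 18.6% of tested genes, and 40.8% of calls were higher. The alternative that moved these counts most was a minimum fold change of 2, which left 329 higher and 683 lower. The median log2 fold change of all tested genes was -0.0044. Fold changes of 4 or more were reached by 128 higher and 202 lower calls. The groups did not overlap in 47.1% of tested genes, where chance gives 10%, and in 1907 of the 1914 calls.

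At the same thresholds, the authors' deposited table held 689 genes higher and 981 lower. Of these calls, 1656 were shared with the edgeR calls, all in the same direction. A further 258 genes were called by edgeR alone, of which 75 had no value in the authors' deposited table, and 14 were called there alone. Log2 fold changes correlated at a Pearson r of 1.00 across 9511 genes, which are not independent replicates; both sets of values came from the same counts.

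Markers of senescence were compared next. CDKN2A (ENSG00000147889; chromosome 9, 21967751 to 21995300), which encodes p16 and ARF, rose from 8.24 ± 1.69 to 16.9 ± 0.459 CPM (SD, n = 3), a log2 fold change of 1.04 (SE 0.22, edgeR adjusted p 0.000700). Counts per gene do not separate its products. CDKN1A (ENSG00000124762; chromosome 6, 36644237 to 36655114), which encodes p21, was at 344 ± 27.7 CPM in pBabe and 331 ± 6.90 CPM in HRASV12 (SD, n = 3). Its log2 fold change of -0.06 (SE 0.10, edgeR adjusted p 0.679) was within the spread between replicates. LMNB1 (ENSG00000113368; chromosome 5, 126112315 to 126172712), which encodes lamin B1, had a log2 fold change of -0.46 (SE 0.11, edgeR adjusted p 0.00256), past the adjusted p threshold but short of the minimum fold change. When 1 library was left out its adjusted p ran from 0.00215 to 0.0197, and it was above the threshold in 4 of the 6 fits. NF1, RELA, CCAR1 and FADD were not called, with log2 fold changes of 0.02, 0.16, 0.23 and 0.41. CCAR1 shared 11.97% of its 50-base words with other genes, so its reads are partly uncertain. FADD had an edgeR adjusted p of 0.0106, just outside the threshold, and was also short of the minimum fold change. NF1 overlaps several genes on the other strand, where the strand setting of the counting was not stated. The same limit holds for IGFBP7, LRRC17, CRYAB, BGN, KIF20A and IL6, which also overlap genes on the other strand. NF1 changed sign when library totals replaced TMM, where its log2 fold change was -0.0045.

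Secreted factors named by the study moved in both directions. IL1B rose by a log2 fold change of 4.34 (SE 0.21, edgeR adjusted p 2.17e-12) and CXCL1 by 4.22 (SE 0.20, edgeR adjusted p 1.47e-12). CXCL1 shared 10.2% of its 50-base words with CXCL2, so its reads are partly uncertain. CXCL3 had 1, 0 and 2 counts in pBabe and 36, 34 and 31 in HRASV12, 10.3-fold higher against the floor. IL1A was too low to be tested, with 0 counts in each pBabe library and 16, 8 and 5 in HRASV12. The log2 fold changes of IGFBP3, IGFBP7, FN1 and IGFBP5 were -3.94, -2.39, -0.81 and -0.78, each called. Without pBabe replicate 1, IGFBP5 fell short of the minimum fold change, at -0.58. Of the 17 genes of the study's text, 16 were tested, with 5 higher and 5 lower. Adjusted over the list alone, 5 were higher and 5 lower. The study discussed these genes partly from these libraries, so the list is not independent evidence.

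**Figure D1:**
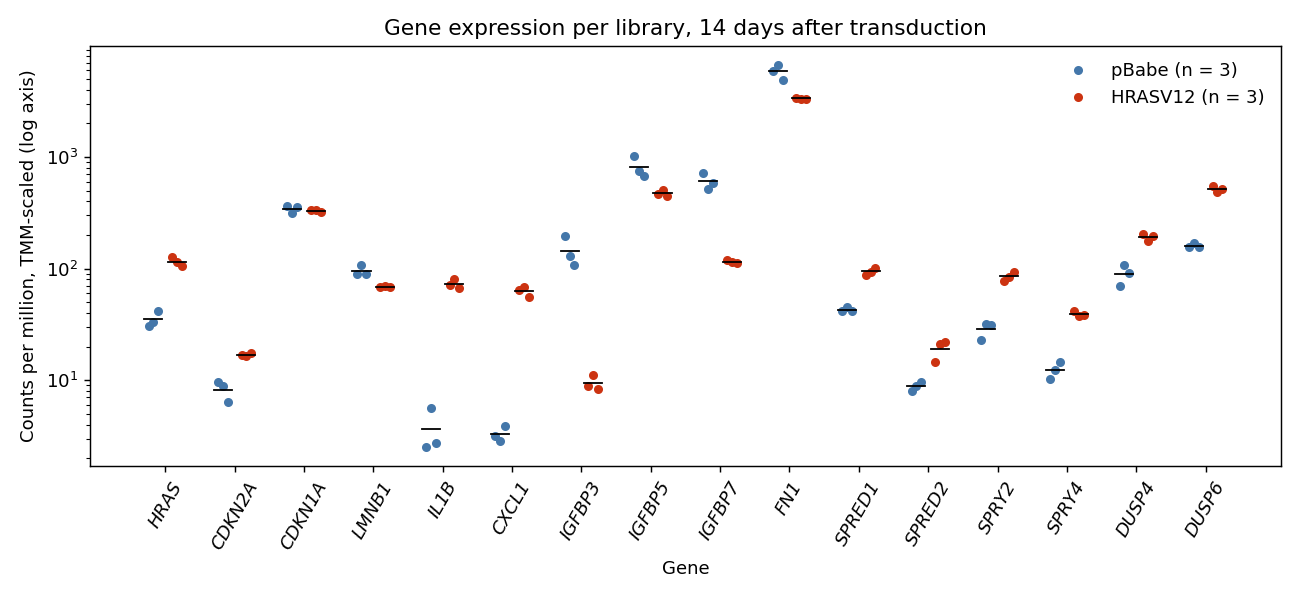
CPM with TMM scaling (log axis) for 16 genes, 1 point per library, with pBabe in blue, HRASV12 in red and a black line at each group mean (n = 3). HRAS, CDKN2A and the 6 tested RAS/ERK inhibitors lie higher in every HRASV12 library than in any pBabe library, while CDKN1A overlaps between groups.

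Inhibitors of RAS/ERK signalling were examined as a feedback response of the pathway. All 6 tested members were called higher, with no overlap between groups. DUSP6 had a log2 fold change of 1.69 (SE 0.10), SPRY4 of 1.66 (SE 0.17), SPRY2 of 1.57 (SE 0.14), SPRED1 of 1.13 (SE 0.11), SPRED2 of 1.11 (SE 0.22) and DUSP4 of 1.10 (SE 0.13). SPRED3, SPRY1 and SPRY3 had at most 4 counts in any library, and a difference was not detectable at this depth.

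The 8 higher calls with the largest fitted change were LCE1F, TAGLN3, LCE2A, STC1, LRRC17, LPAR3, HAS2 and G0S2. In pBabe, LCE1F, TAGLN3 and LCE2A had at most 3 counts per library, and against the floor they were 148-fold, 31.9-fold and 51.6-fold higher. STC1 rose from 65.1 ± 15.0 to 2356 ± 81.9 CPM (SD, n = 3), a log2 fold change of 5.17 (SE 0.15, edgeR adjusted p 2.04e-15). The 8 lower calls with the largest fitted change were EFHD1, PODN, ALDH1A1, SLC38A11, SULF1, CHRM2, LBH and CRYAB. Against the floor, EFHD1 was 28.9-fold lower and CHRM2 22.8-fold lower. SULF1 fell from 242 ± 42.7 to 6.12 ± 2.41 CPM (SD, n = 3), a log2 fold change of -5.30 (SE 0.20, edgeR adjusted p 9.77e-14). ALDH1A1 had 457 counts in pBabe replicate 1 against 180 and 164 in the others; without that library its call held.

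Panels covering the study's themes were compared with camera. The SASP panel was higher, with a median log2 difference of 1.65 over 19 tested genes (adjusted p 8.23e-11). With 2 genes at the floor set to their fold against it, the median was also 1.65. In it 14 genes were called higher and 1 lower; adjusted over the list alone, 15 were higher and 1 lower. CSF3, with 1, 0 and 0 counts in pBabe, was 20.5-fold higher against the floor. RAS/ERK inhibitors (median 1.34, adjusted p 7.73e-06), ERK targets (0.90, 8.09e-08) and ribosome biogenesis (0.74, 1.73e-13) were higher. All 34 members of the ribosome biogenesis panel had a positive fold change, and 26 were called, as they were adjusted over the list alone. The panel is wider than its name. It also held ODC1, SRM, HSPD1, HSPE1 and PHB, which are not ribosome biogenesis factors, and ODC1 had its largest fold change. Its result is therefore not specific to ribosome biogenesis. Nuclear-encoded oxidative phosphorylation (0.16, 0.0112) and glycolysis (0.23, 0.0292) were higher by small amounts, and glycolysis was not past the threshold without HRASV12 replicate 3 (0.0746). The matrix and epithelial-mesenchymal transition (EMT) panel was lower, with a median of -1.54 over 32 genes and an adjusted p of 1.65e-13. In it 25 genes were called lower, also adjusted over the list alone, and 1 higher. LUM and BGN had log2 fold changes of -4.10 and -2.77. With all libraries ELN was 17.4-fold lower against the floor, but it had 97, 33 and 12 counts in pBabe, so this fold rested on pBabe replicate 1. When 1 library was left out, the fitted log2 fold change of ELN ran from -4.89 to -3.35. Interferon genes were lower, with a median of -0.63 over 26 genes and an adjusted p of 7.73e-06, and 11 of them were called, also adjusted over the list alone.

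Cell-cycle genes (median -0.04, adjusted p 0.325), the unfolded protein response (0.12, 0.0899) and cholesterol synthesis (-0.13, 0.325) were not past the threshold. The study's enrichment of Hallmark gene sets during OIS differed. It had E2F targets, G2M checkpoint and unfolded protein response higher, and mitotic spindle and cholesterol homeostasis lower. That test ranked genes and used other gene lists, so its results and those of camera are not like for like. In the cell-cycle panel 15 of 39 genes lay above 0 and 24 below, and 2 were called, MYBL2 at -1.16 and KIF20A at -0.87. The panel calls depended on the assumed correlation. With the correlation estimated for each panel, SASP alone stayed past the threshold (adjusted p 0.0278). The rotation test fry kept each panel called and added the unfolded protein response (0.00147). It asks whether members change at all, not whether they change more than other genes, so it does not back the camera calls.

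**Figure D2:**
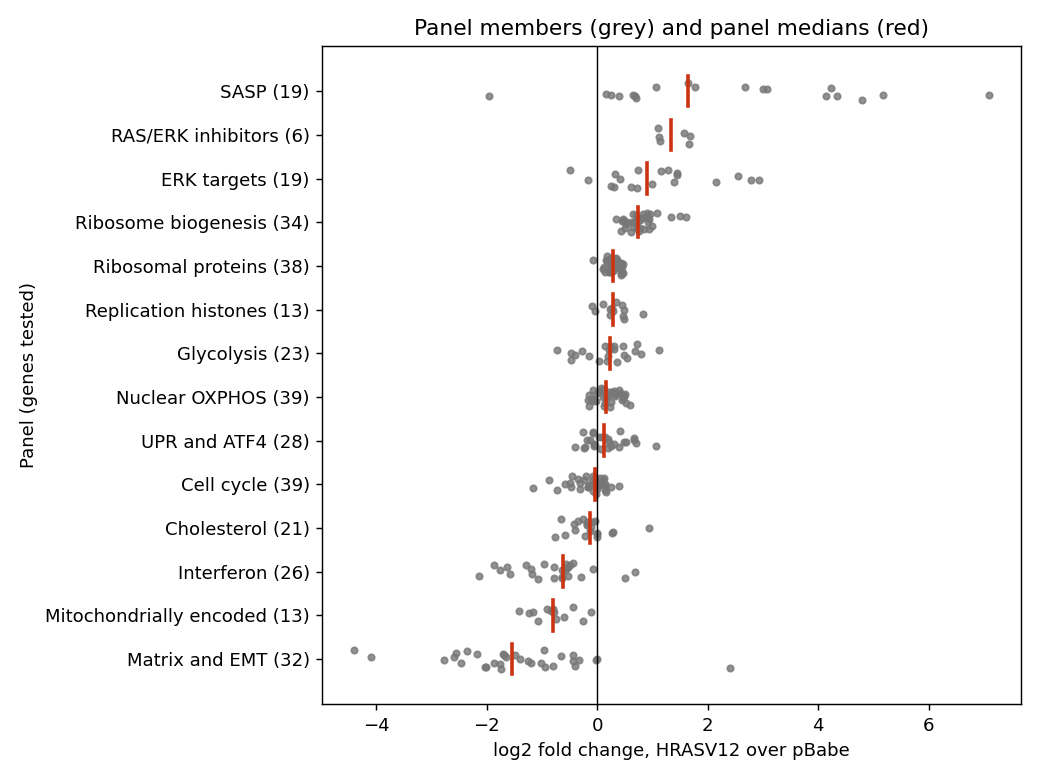
Log2 fold change of HRASV12 over pBabe for each tested member of 14 panels (grey points, spread vertically for legibility), with the panel median as a red bar and the number of genes tested in brackets. SASP members reach the highest values and matrix and EMT members the lowest, while cell-cycle members lie on both sides of 0.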

Values the study reported

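The study reported that CDKN2A rose more than 2-fold over control during OIS at 14 days after transduction. In AKT-induced senescence, a separate comparison at 6 days, it reported an increase of CDKN1A of more than 3-fold.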

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

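HRAS kept its direction and its call under all 18 alternatives, with log2 fold changes from 1.62 to 1.85. Counts of calls stayed within 1.5 times under other scalings, tests and filters. They moved with the minimum fold change: no minimum gave 1178 higher genes, and a minimum of 2 gave 329 higher and 683 lower, as the thresholds themselves require. Leaving out 1 library gave 707 to 819 higher and 967 to 1182 lower genes. The DESeq2 Wald test called 712 higher and 981 lower, of which 1684 in all were shared with the edgeR calls. No call changed direction under any alternative. The share of higher calls was 37.5% with library totals, against 40.8%. At an adjusted p of 0.05, 1912 calls were shared with the authors' deposited table.

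Replicate numbers are shared between groups, but same-numbered libraries did not deviate together. The correlations of their deviations were -0.08, -0.14 and -0.33 over 7173 genes, so the numbers gave no pairing. With the replicate block, 712 genes were higher and 1008 lower. The block moved the histone panel past its threshold (adjusted p 0.0250) and changed no other panel call.

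Panels were most sensitive to the inter-gene correlation. When it was estimated, adjusted p values were 0.164 for RAS/ERK inhibitors, 0.135 for ERK targets, 0.241 for interferon, 0.167 for matrix and EMT, 0.302 for nuclear-encoded oxidative phosphorylation, 0.302 for glycolysis, 0.135 for ribosome biogenesis, 0.269 for mitochondrially encoded genes and 0.269 for ribosomal proteins. Medians were the same; the cause was not tested. With fry, the unfolded protein response passed its threshold (0.00147). Fry asks whether panel members change at all, while camera asks whether they change more than other genes. How far that accounts for the difference was not tested. Glycolysis ranged from 0.0128 to 0.0746 across fits that each left out 1 library, and the histone panel from 0.00705 to 0.158. With the GC trend removed the histone panel had an adjusted p of 0.0452. The cholesterol panel changed sign without pBabe replicate 1, and its adjusted p ranged from 0.102 to 0.736 over those fits; it was past the threshold in none.

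NF1 had a log2 fold change of -0.0045 with library totals and -0.0834 to 0.14 when 1 library was left out. MKI67 ranged from -0.20 to 0.0585 and MT-ND1 from -0.19 to 0.0092 over those fits. None of these 3 genes was called under any alternative, so the sign changes lie within their error. Over 72 named genes, 1249 of 1296 other values kept direction and call, 37 were weaker, 2 stronger and 8 reversed. At 2847759 to 3599525 counts per library, genes near the floor were not tested, IL1A and IL6 among them.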

Other observations

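The tests of the splits, of GC content, of depth and of histone genes were set out before their results were seen. Of these, the tests of GC content, of depth and of panels over the splits were chosen after the data had first been explored. The other tests were chosen after the result was seen.

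The labelled split was the only 1 of the 10 splits of the 6 libraries into 3 and 3 to give as many calls. The 9 other splits gave 0 calls each, and between 84 and 318 genes at an unadjusted p under 0.05. Each other split sets 2 libraries of a group against 1, so the difference between groups enters both its contrast and its spread. Because 10 splits allow no share under 0.1, this cannot exclude chance by itself. Removing each library's GC trend gave 1933 calls in all, of which 1849 were shared with the 1914. Thinning every library to the smallest total gave 1854, of which 1790 were shared. Neither bias therefore accounts for the calls as a whole.

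In the labelled split 10 of 15 panels were past the threshold, and 5 of the 10 splits gave as many, the labelled one included. The 9 other splits gave 6 to 11 panels. As they carry part of the difference between groups, these counts say nothing for or against the panels. With the correlation estimated, 1 panel passed, so the adjusted p values of the panels depend on the correlation assumed, while their medians and counts of called genes do not.

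The cell-cycle panel was not past its threshold, with a median log2 difference of -0.04, although the series describes the vector as inducing senescence. When 1 library was left out, its median ran from -0.077 to -0.020. Its camera adjusted p ran from 0.0527 to 0.760 over those fits, past the threshold in none. Its members did not behave alike. MKI67 was at 260 ± 52.7 CPM in pBabe and 252 ± 22.2 CPM in HRASV12 (SD, n = 3), with overlapping groups and a log2 fold change of -0.05 (edgeR adjusted p 0.803). TOP2A was at 1445 ± 180 CPM in pBabe and 1050 ± 58.3 CPM in HRASV12 (SD, n = 3), with no overlap and a log2 fold change of -0.46 (edgeR adjusted p 0.00185, and 0.000115 to 0.0172 when 1 library was left out), short of the minimum fold change. Both were named after their values were seen. Absent signalling from the transduced gene was tested with the ERK targets, whose median was 0.90, and HRAS itself was higher, which argues against it. A joint fall of 0.5 or more was tested by counting members above it by more than 2 standard errors. There were 27 of 39, so no such fall extended across the panel. That count used the same fold changes as the median of -0.04, so it is not separate evidence. A slow-growing control culture, or a share of HRASV12 cells still in cycle, may give such values. The levels of MKI67 and TOP2A in bulk RNA do not decide between them. By EdU labelling on the same day after transduction, the study reported fewer oncogene-expressing cells making DNA than controls. It also reported less Rb and cyclin A protein. That argues against equal cycling in both cultures. Whether the labelled cultures were those sequenced was not stated, so both explanations stay open. Absolute RNA per cell was not measured.

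Replication-dependent histone genes had a median log2 difference of 0.28 over 13 tested genes. Polyadenylated RNA was profiled, and the main transcripts of these genes carry no poly(A) tail, so the share of S-phase cells cannot be tested with them. The panel had an adjusted p of 0.0637, with 0 calls and 5 genes at an unadjusted p under 0.05, and crossed its threshold in some alternatives (0.00705 to 0.453). Its level in pBabe varied more (SD 0.26) than in HRASV12 (SD 0.08).

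Mitochondrially encoded genes took 1.02% ± 0.123 of counts in pBabe and 0.531% ± 0.0596 in HRASV12 (SD, n = 3). The median log2 difference over 13 genes was -0.80 (camera adjusted p 8.26e-06), while nuclear-encoded respiratory genes rose by a median of 0.16, which argues against a fall of both. The losses were unequal, from -0.11 for MT-ND1 to -1.41 for MT-ND6, both named after their values were seen. MT-ND6 lies on the minus strand, and its mRNA lacks a poly(A) tail. It also shared 17.9% of its 50-base words with other genes, so its value is uncertain. A test of 1 common loss gave a p of 4.23e-19 by Cochran's Q. Reads shared with nuclear copies were considered, since MT-ND1 held 22.0% of its 50-base words in other genes. Among the 5 transcripts under 5%, Q still gave a p of 2.03e-07, with values from -1.24 to -0.25. A change in processing or stability that differs between mitochondrial transcripts is possible but was not tested. MT-ND4L and MT-ND4 are carried on a shared mRNA, yet had log2 fold changes of -0.76 (SE 0.12) and -1.24 (SE 0.13). Stability of that mRNA would not by itself separate them. Genes on a shared mRNA are also not independent members of the Q test. Unequal priming on the short tails of mitochondrial transcripts was not tested and remains open, and neighbouring genes overlap on this chromosome.

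Interferon genes were highest in pBabe replicate 1, where XAF1 had 116 counts against 30 and 45 in the other controls. Without that library the panel median was -0.56 and the adjusted p 3.35e-05, against a range of 3.68e-06 to 0.241 over all alternatives, so that library alone does not account for the difference. An interferon response to transduction that differs between vectors was not tested.

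Within the SASP panel, CCL2 had a log2 fold change of -1.95 (edgeR adjusted p 1.12e-06) and was the 1 member called lower. IL6 had 7, 3 and 3 counts in pBabe and 1, 1 and 0 in HRASV12, too few to be tested. The study's cytokine arrays had IL-6 protein higher in conditioned medium during OIS, a measure that these RNA counts do not address. CCL2 and IL6 were named after their values were seen. Ribosomal proteins had a median of 0.29 over 38 genes (camera adjusted p 4.51e-06), with 0 calls and 30 genes at an unadjusted p under 0.05.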
